A study of Saccharomyces cerevisiae with 6 samples.

How the data were processed

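RNA from isolated mitochondria of 6 cultures was analysed, 3 grown on ethanol and 3 on glucose, grouped by the carbon source in the labels. Per the labels' protocols, mitochondria were isolated by spheroplasting, homogenisation and differential centrifugation, RNA was extracted on columns with DNA digestion, poly(A) tails were added with E. coli poly(A) polymerase, and libraries were made with the Nanopore direct RNA sequencing kit SQK-RNA002. The aligner, the counting tool, their versions and any read filter are stated neither in the labels nor in the file headers.

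The authors deposited 1 table per carbon source with CPM values for 3 replicates, and per the file headers each feature has a position, strand, length and class on a CEN.PK113-7D assembly. Each library's CPM sums to 1000000 over the listed features, so the libraries are on a common scale of share of assigned reads. The positions printed are those of the deposited tables, and the reference genome of another strain was used only to match names: 4821 of 5605 nuclear mRNA features had a name found there. Names were printed as deposited, and 623 features named uncharacterized or putative were left unnamed.

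The deposited CPM values moved in steps, which gave the CPM worth of 1 read and so the number of assigned reads per library, from 267509 to 1093126. All values were multiples of 0.01 read, and between 89.1% and 94.9% of the nonzero values in a library were whole reads. Some reads had thus been split between features, and whether because features overlap or because reads matched several places is not stated. This is under the 95% bar that was set for a count test, so no count test was made. Sets of identical rRNA copies, 11 and 2 features, were each summed into 1 feature, and 2 features listed under 2 classes with the same values were used a single time, leaving 5654 features. The floor used for features without reads was 3 reads.

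The test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend) on log2(CPM + 1), for features with a mean of at least 10 CPM over the 6 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The estimated prior degrees of freedom were infinite, so that every gene shared the variance of the trend. Fold changes are on this log2 scale unless a ratio of means or a bound is given. A fold against a group in which every library had at most 3 reads was computed as the other group's mean over the highest floor of that group. Gene lists were tested with camera (preset inter-gene correlation 0.01) and with fry. Shares and ratios were compared with two-sided exact permutation tests, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9. With 3 libraries per group their smallest p is 0.1. The model was tested on simulated data, drawn for the real genes at the real total depths from the mean glucose profile, with 200 genes changed 8-fold. Of 1876 simulated genes tested, 160 were changed ones, of which 95.6% were called, and 4.38% of the calls were false. The simulated ethanol libraries thus lacked the low nuclear mRNA depth and the uneven ENO2 of the real ones. The simulated shares need not hold for the real data, where the median standard error was 1.14. Changes of about 8-fold lay near the threshold there, as 2 genes chosen after their values were seen show. OLA1 had a log2 fold change of -3.01 (limma adjusted p = 0.0578) and FAT1 of -3.13 (limma adjusted p = 0.0481).

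The genes named in the text followed a rule fixed before the data were examined, as were the 6 gene lists. The rule names every mitochondrial protein-coding and rRNA gene, the 5 highest and 5 lowest nuclear log2 fold changes among genes with an adjusted p-value under 0.05, a mean of at least 50 CPM and groups that do not overlap, and the gene with the largest absolute log2 fold change of each list. Features named outside the rule are marked as chosen after their values were seen. Other settings listed before the data were examined were pseudocounts of 0.1 and 10 CPM, no filter or a filter at 50 CPM, other scalings (nuclear and mitochondrial features each to their own total, mitochondrial protein genes, TMM factors, centring on the median), limma without the trend, a block for the replicate number, and leaving out each library. Scalings without ENO2, voom on reads recovered from the CPM steps, and removal of a trend with feature length were added after seeing the data.

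No value column was left without a sample. Splicing, transcript ends and read lengths need the reads and were not analysed here. COX1 and COB are single features that include their introns, so exon and intron signal within them were not separated.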

Results

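RNA was measured in mitochondria isolated from Saccharomyces cerevisiae CEN.PK113-7D, a haploid prototrophic laboratory strain, grown in shake flasks and harvested in mid-exponential phase. The comparison was between 3 cultures on ethanol (an ethanol-glycerol medium, per the labels' growth protocol) and 3 cultures on glucose, and the question was how the mitochondrial transcriptome differs between a respired and a fermented carbon source. The RNA was poly(A)-tailed with an enzyme, so that RNA without a natural tail, such as rRNA and tRNA, could also be captured, and was then sequenced directly on a Nanopore instrument, which reads RNA molecules without making cDNA. Each library had 1 value per feature in CPM (read counts scaled to a fixed library total) for 5667 listed features, of which 45 lay on the mitochondrial genome.

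The value of 1 read was between 0.915 CPM in glucose replicate 3 and 3.74 CPM in ethanol replicate 2. This gave 847610, 267509 and 671648 assigned reads in ethanol replicates 1, 2 and 3, and 931974, 1045259 and 1093126 in glucose replicates 1, 2 and 3. A feature with no read could hold up to 3 reads, which corresponded to 3.54, 11.2 and 4.47 CPM in the ethanol libraries and to 3.22, 2.87 and 2.74 CPM in the glucose libraries. These floors and the intervals given here cover counting error only. The depth left for nuclear mRNA was much lower than the totals. Without the gene ENO2, nuclear genes had 8286, 19097 and 63115 reads in ethanol replicates 1 to 3, against 121263, 97552 and 107388 in glucose. The 10 mitochondrial protein-coding features had 2038, 299 and 1056 reads in the ethanol libraries and 3258, 3965 and 4763 in the glucose libraries.

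Most of the CPM came from RNA encoded in the nucleus. Cytosolic rRNA took 61.4% ± 22.4 (SD, n = 3) of the CPM in ethanol and 78.1% ± 4.74 (SD, n = 3) in glucose, a difference within the spread of the ethanol libraries (exact permutation test, two-sided, p = 0.4). The single gene ENO2, which encodes the glycolytic enzyme enolase and was singled out after its values were seen, took 4.94%, 49.9% and 21.9% in ethanol replicates 1, 2 and 3, and 6.81%, 3.63% and 2.63% in glucose replicates 1, 2 and 3 (p = 0.2, exact permutation test). All other nuclear genes together took 0.978%, 7.14% and 9.40% in ethanol, against 13.01%, 9.33% and 9.82% in glucose (p = 0.2, exact permutation test). With 3 libraries against 3, the smallest two-sided exact p is 0.1, so none of these tests could pass 0.05.

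**Figure D1:**
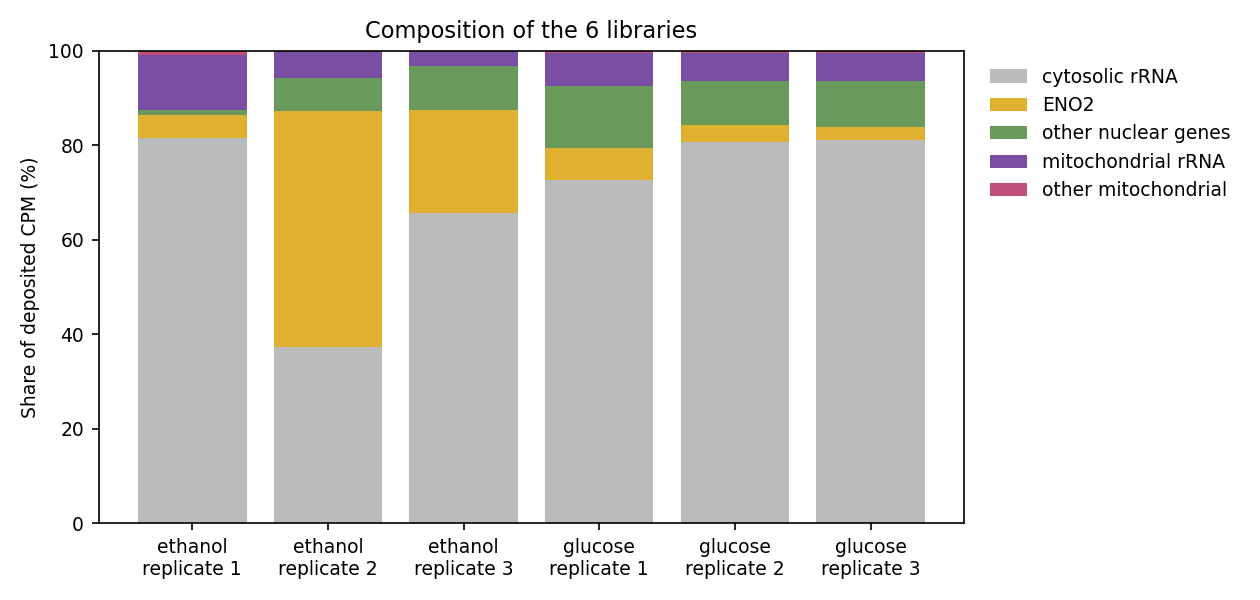
Share of the deposited CPM (vertical axis, percent) taken by 5 classes of feature in each of the 6 libraries (horizontal axis), as stacked bars. ENO2 took 49.9% of ethanol replicate 2, and the nuclear genes other than ENO2 took 0.978% of ethanol replicate 1.

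The mitochondrially encoded features took 12.6%, 5.69% and 3.15% of the CPM in ethanol replicates 1, 2 and 3, a mean of 7.14% ± 4.89 (SD, n = 3). In glucose they took 7.50%, 6.45% and 6.41%, a mean of 6.79% ± 0.620 (SD, n = 3). The groups overlapped (exact permutation test, two-sided, p = 1). The mean difference of 0.36 percentage points rested on ethanol replicate 1, and without that library it was -2.37. Mitochondrial rRNA, the sum of the 15S and 21S features, took 6.64% ± 4.60 in ethanol and 6.30% ± 0.672 in glucose (SD, n = 3, exact permutation p = 1), a difference of 0.34 percentage points that became -2.21 without ethanol replicate 1. When nuclear-encoded rRNA was left out of the total, the mitochondrial share was 68.0%, 9.06% and 9.14% in ethanol replicates 1 to 3 and 27.5%, 33.2% and 33.99% in glucose, so that the mean difference changed sign to -2.81. The share taken by the 10 mitochondrial protein-coding features alone was 0.170% ± 0.0653 in ethanol and 0.388% ± 0.0437 in glucose (SD, n = 3), with no overlap between the groups (exact permutation p = 0.1). As a share of the mitochondrial CPM the same features overlapped, with 1.91%, 1.96% and 5.0001% in ethanol replicates 1 to 3 and 4.66%, 5.88% and 6.80% in glucose (exact permutation p = 0.2).

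Glucose libraries resembled one another more than ethanol libraries did. Across 1693 features with a mean of at least 10 CPM, Pearson's r of log2(CPM + 1) was 0.955, 0.950 and 0.954 for the 3 pairs of glucose libraries and 0.732, 0.670 and 0.663 for the 3 pairs of ethanol libraries. Between groups it was between 0.184 and 0.467. These correlations are across features, which are not independent replicates. Every pair of libraries differed by more than sampling noise, with a chi-square per degree of freedom of at least 2.55, so each library was counted as 1 replicate.

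Features whose level differed between ethanol and glucose were sought with limma on log2(CPM + 1). Of 1693 features tested, 241 had a Benjamini-Hochberg adjusted p-value under 0.05, of which 42 were higher and 199 lower in ethanol. The 3 libraries of one group all lay above the 3 of the other for 769 features (45.4%). The same held for 234 of the 241, which were called for such a difference. Chance gives 10% only without a shift common to many features, and 80.2% of the features tested were lower in ethanol. The median log2 fold change over all features tested was -1.44, so directions are relative to a scale set mainly by rRNA and ENO2. Centring each library on its median brought the median to -0.05 and gave 623 features, 343 higher and 280 lower, and 191 of the 241 were among them, each in the same direction. The shared direction carries little weight, since centring raises every log2 fold change by the same amount. Scaling by trimmed means (TMM) gave 186 higher and 413 lower, and rescaling nuclear and mitochondrial features each to their own total gave 1143, with 76 higher and 1067 lower. That nuclear total includes ENO2, whose larger part in ethanol lowers all other nuclear genes. Without ENO2 in it, a setting added after seeing the data, the count was 509, with 282 higher and 227 lower. Single libraries also decided the count on the deposited CPM. It was 35 without ethanol replicate 2 (22 higher and 13 lower), 525 without ethanol replicate 1 and 712 without ethanol replicate 3. Without glucose replicates 1, 2 and 3 it was 4, 4 and 5.

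The nuclear genes named here were chosen by a rule fixed before the data were examined: the 5 highest and the 5 lowest log2 fold changes among genes past the limma threshold with a mean of at least 50 CPM and no overlap between groups. As whole-cell RNA was not measured, a change can lie in the cell's level of an mRNA or in how much came with the mitochondria. Positions are on the CEN.PK113-7D assembly used in the tables. The highest was JEN1 (chromosome 11, 28754 to 30604, plus strand), which had 25.96, 187 and 253 CPM in ethanol replicates 1 to 3 and at most 1 read in each glucose library. It was at least 48.3-fold higher in ethanol, with a log2 fold change of 6.41 ± 1.13 (SE) on the log2(CPM + 1) scale, which understates the change of low genes, and a limma adjusted p of 6.3e-06. ADH2 (chromosome 13, 850154 to 851200, minus strand) had 147 ± 115 CPM in ethanol and at most 2 reads per library in glucose, and was at least 45.6-fold higher (limma adjusted p = 4e-05). HSP12 (chromosome 6, 108035 to 108364, plus strand) had 394 ± 398 CPM in ethanol and 6.39 ± 3.80 in glucose. HSP26 (chromosome 2, 371664 to 372308, plus strand) had 230 ± 267 and 3.38 ± 2.80 CPM, and ICL1 (chromosome 5, 285728 to 287401, minus strand) had 199.99 ± 243 and 1.90 ± 1.53 CPM (SD, n = 3). Their log2 fold changes were 5.38, 5.27 and 5.02, with limma adjusted p-values of 0.00107, 0.00107 and 0.00136.

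Of the 5 lowest, HXT3 (chromosome 4, 1142350 to 1144053, minus strand) had 547 ± 142 CPM in glucose (SD, n = 3) and 0, 14.95 and 0 CPM in ethanol replicates 1 to 3, a log2 fold change of -7.74 ± 1.18 (SE, limma adjusted p = 4.3e-08). HXT4 (chromosome 8, 287515 to 289245, minus strand) had 190.5 ± 27.7 CPM in glucose and no read in the ethanol libraries, and was at least 16.98-fold lower in ethanol (limma adjusted p = 4.3e-08). MET6 (chromosome 5, 340660 to 342963, minus strand) had 563 ± 65.6 CPM in glucose and 2.36, 3.74 and 195 CPM in ethanol replicates 1 to 3. SSA2 (chromosome 12, 80474 to 82393, minus strand) had 206 ± 28.1 CPM in glucose and 1.18, 0 and 77.4 CPM in ethanol. ERG11 (chromosome 8, 110641 to 112233, minus strand) had 156 ± 18.02 CPM in glucose and 1.18, 0 and 38.7 CPM in ethanol. Their log2 fold changes were -5.26, -5.21 and -5.14 (limma adjusted p = 0.00136 for each). Their ethanol means rested on replicate 3, the library with the most nuclear mRNA reads of its group. Depth alone does not account for this: MET6 had 1 of 19097 nuclear reads without ENO2 in replicate 2 and 131 of 63115 in replicate 3. The low values of replicates 1 and 2 drove the fold changes, which were -7.14, -7.12 and -6.72 without ethanol replicate 3. All 15 nuclear genes named in the text kept their direction in every alternative run. HXT3, HXT4 and JEN1 stayed past the threshold in all 20 alternatives, while ADH2 fell below it in 3, HSP12 in 4, HSP26 and ICL1 in 5 each, and MET6, SSA2 and ERG11 in 6 each, mostly fits without a glucose library, without a filter or with the replicate number as a block. HXT3 and HXT4, SSA2, and ADH2 have close paralogs with which reads could be shared, so their levels are uncertain to that extent.

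The mitochondrial genome was the subject of the study, and all its protein-coding and rRNA features were named in advance. On the deposited CPM scale, 5 of the 25 mitochondrial features with a mean of at least 10 CPM passed the limma threshold over all genes, all of them tRNAs and all higher in ethanol. Adjusted over the list alone, 7 passed, again all tRNAs and all higher. Rescaling to the mitochondrial protein genes moved the count most, to 19, all higher. None of the 10 protein-coding features and neither rRNA passed on the deposited scale. COX1 (mitochondrial DNA, 14451 to 27368, plus strand), a single feature that spans its introns, had 935 ± 380 CPM in ethanol and 2802 ± 361 in glucose (SD, n = 3), a log2 fold change of -1.65 ± 0.99 (SE, limma adjusted p = 0.224), and passed the threshold in 3 of 21 alternatives, among them the fit without ethanol replicate 1. COB (37189 to 44373) had 193 ± 100.0 and 433 ± 25.6 CPM, COX2 (74502 to 75257) had 82.8 ± 31.3 and 46.0 ± 4.46 CPM, and COX3 (79957 to 80766) had 69.6 ± 47.9 and 58.7 ± 3.02 CPM in ethanol and glucose. OLI1 (47508 to 47738) had 224 ± 122 and 176 ± 14.9 CPM, ATP6 (29154 to 29933) 37.6 ± 30.04 and 59.2 ± 12.2 CPM, ATP8 (28333 to 28479) 16.8 ± 10.1 and 27.2 ± 4.08 CPM, VAR1 (49687 to 50907) 26.6 ± 7.18 and 35.6 ± 2.86 CPM, and Q0255 (75239 to 76728), an open reading frame that overlaps the end of COX2, 52.2 ± 14.5 and 29.3 ± 3.96 CPM. The 15S rRNA (6530 to 8216) had 56420 ± 41033 and 55632 ± 8316 CPM, and the 21S rRNA (58983 to 63420) had 10021 ± 4982 and 7360 ± 1849 CPM. The direction of ATP8, ATP6, COB, OLI1, VAR1, COX3 and both rRNAs changed under at least 1 alternative, while COX1, SceI, COX2 and Q0255 kept theirs in all.

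Shares within the mitochondrial protein-coding features do not depend on the amount of nuclear RNA in a library. COX1 took 54.9% ± 2.71 of them in ethanol and 72.1% ± 1.43 in glucose (SD, n = 3), without overlap. OLI1 took 13.01% ± 3.49 and 4.54% ± 0.290, COX2 4.92% ± 1.20 and 1.20% ± 0.181, COX3 3.85% ± 1.21 and 1.52% ± 0.103, Q0255 3.28% ± 1.19 and 0.759% ± 0.107, and VAR1 1.62% ± 0.182 and 0.928% ± 0.160. SceI took 3.48% ± 0.552 and 5.46% ± 1.13. Each of these 7 differences reached the smallest p that the exact permutation test allows, 0.1. The shares of COB, 11.5% ± 5.76 and 11.3% ± 1.84, overlapped (exact permutation p = 1), as did those of ATP6 (p = 0.8, exact permutation test) and ATP8 (p = 0.4, exact permutation test). These shares sum to a fixed total, so a lower share of COX1 raises the others, and the 7 differences are not separate changes. As shares of all mitochondrial CPM, the groups overlapped for VAR1, OLI1 and COX3 (exact permutation p = 0.3 for OLI1 and 0.6 for COX3). They did not overlap there for COX1, SceI, COX2 and Q0255. The ratio of COX1 to COX2, chosen after the values were seen, was 11.7 ± 2.97 in ethanol and 61.3 ± 10.4 in glucose (SD, n = 3). When all mitochondrial features were rescaled to their own total, 13 of the 25 passed the limma threshold, 11 higher and 2 lower. These lower features were COX1, with a log2 fold change of -1.50, and SceI, with -1.73.

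The 24 mitochondrial tRNA features together took 0.418%, 0.360% and 1.10% of the mitochondrial CPM in ethanol replicates 1 to 3, against 0.0560%, 0.0655% and 0.0771% in glucose (exact permutation p = 0.1). Only 39 to 54 reads per glucose library and 55 to 447 per ethanol library lay behind these shares. The 5 tRNAs past the threshold over all genes, named after their values were seen, were tE(UUC)Q, tF(GAA)Q, tM(CAU)Q2, tL(UAA)Q and tY(GUA)Q. Of these, tE(UUC)Q had 35.1 ± 15.4 CPM in ethanol (SD, n = 3) and at most 1.61 CPM in a glucose library, and was at least 10.9-fold higher. tF(GAA)Q was at least 12.7-fold, tM(CAU)Q2 at least 6.96-fold and tY(GUA)Q at least 6.96-fold higher. tL(UAA)Q had 48.2 ± 36.4 and 2.82 ± 1.43 CPM, and the neighbouring tQ(UUG)Q had the same glucose values, so the levels of both are uncertain. The RNase P RNA gene RPM1 (86132 to 86614), also named after its values were seen, took 3.09% ± 0.837 of the mitochondrial CPM in ethanol and 1.02% ± 0.358 in glucose (SD, n = 3, exact permutation p = 0.1).

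**Figure D2:**
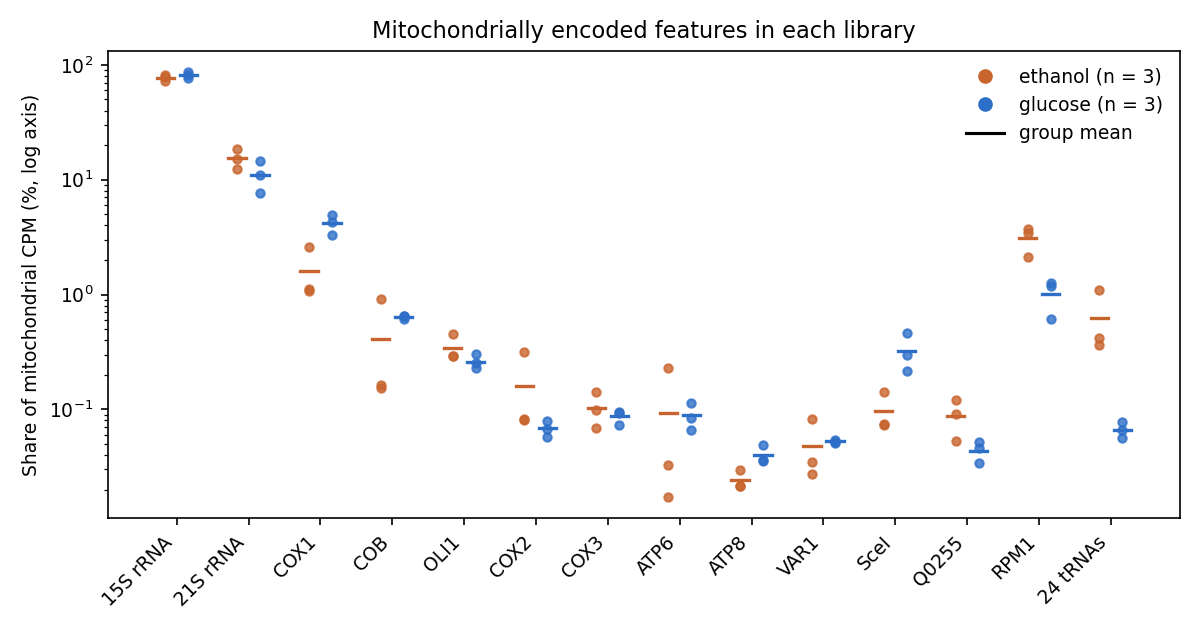
Share of the mitochondrial CPM (vertical log axis, percent) taken by the rRNAs, the protein-coding features, RPM1 and the sum of 24 tRNAs, with 1 point per library and a line at the mean of each group. The ethanol and glucose points do not overlap for COX1, SceI or the tRNAs, and they overlap for both rRNAs, COB, ATP6, OLI1, COX3 and VAR1.

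The tables list 1 intron-encoded open reading frame separately from its host, SceI (mitochondrial DNA, 61996 to 62703, plus strand), which lies inside the 21S rRNA feature and encodes a homing endonuclease. It gives a measure of RNA with this intron sequence that does not depend on library scaling. Unspliced RNA and the excised intron cannot be told apart by it. The level of SceI relative to the 21S rRNA was 0.604%, 0.473% and 0.770% in ethanol replicates 1 to 3 and 2.82%, 2.72% and 3.14% in glucose, with means of 0.616% ± 0.149 and 2.89% ± 0.219 (SD, n = 3). On the log2 scale the difference was -2.24, and all ethanol libraries lay below all glucose libraries (exact permutation test, two-sided, p = 0.1, the smallest this design allows). It was between -2.41 and -2.06 when any 1 library was left out. The SceI feature had 80, 11 and 30 reads in ethanol and 150, 200 and 321 in glucose, after rounding. As a share of SceI and 21S reads, the 95% Wilson intervals reached at most 1.08% in ethanol and started at 2.31% or above in glucose. SceI and the 21S rRNA overlap and how reads over both were counted is not stated, which limits the ratio to a relative measure.

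**Figure D3:**
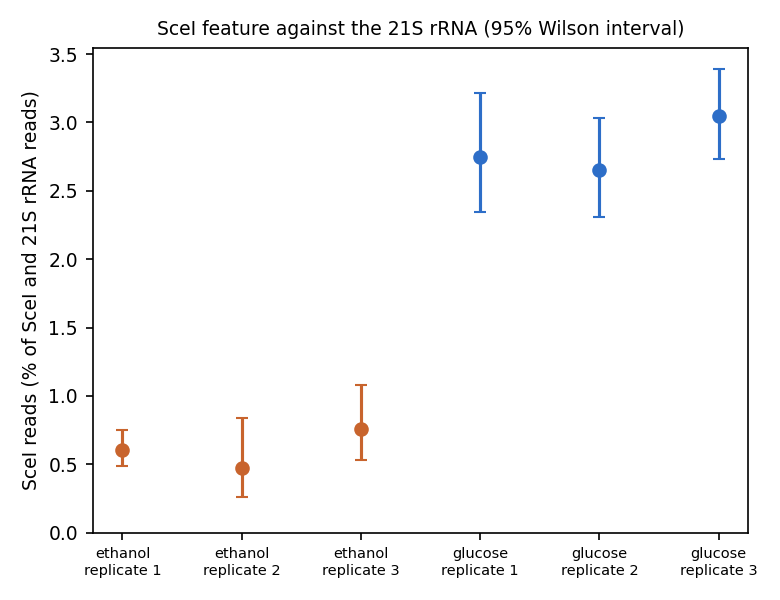
SceI reads as a percentage of SceI and 21S rRNA reads (vertical axis) in each of the 6 libraries (horizontal axis), with 95% Wilson intervals as bars. The 3 ethanol libraries lie between 0.471% and 0.760%, and the 3 glucose libraries between 2.65% and 3.04%.

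Nuclear RNA that came with the mitochondria was summarised by 6 gene lists fixed before the data were examined, relative to the median change of all features. A list's change need not be a change in the whole cell, which was not measured. Under camera with a preset inter-gene correlation of 0.01, 4 lists passed the adjusted threshold. None passed under fry or with an estimated correlation on the deposited scale, where 1 list in each case had an unadjusted p under 0.05. All 6 passed under fry once each library was centred on its median. The gluconeogenesis and glyoxylate cycle list had a median log2 fold change 5.72 above that of all features (18 genes, limma camera adjusted p = 7e-30), and 12 of its genes were past the threshold, all higher. Its own median log2 fold change was 4.28, or 3.86 with the 9 genes under the floor in glucose set at their bound. The respiratory chain and ATP synthase list was 2.31 above (41 genes, 32 of them higher, camera adjusted p from limma = 8.5e-10). Of its genes, 0 were past the threshold. With the length trend removed, a setting added after seeing the data, this list was 1.19 above, with 16 genes higher and an own median of -0.19 in place of 0.86. The TCA cycle list was 2.28 above (19 genes, 14 of them higher, limma camera adjusted p = 1.3e-05), and 1 of its genes was past the threshold. The cytosolic ribosomal protein list lay at -0.73 (125 genes, all lower on the deposited scale, limma camera adjusted p = 2.6e-05), and at -0.05 when only features of at least 50 CPM were tested. On the deposited scale 8 of its genes were past the threshold. The glycolysis list lay at -1.23 (18 genes, limma camera adjusted p = 0.217), with 7 genes past the threshold, 1 higher and 6 lower. The mitochondrial ribosomal protein list, with only 11 of 74 genes tested and 0 past the threshold, lay at 1.45 (limma camera adjusted p = 0.123). Leaving out ethanol replicate 1, TMM factors or median centring each brought both of these lists past the camera threshold. Relative to the median of all features, no list median changed sign in the alternatives run. On the deposited scale itself some did: the mitochondrial ribosomal protein list had a median of 0.0031 and fry placed it lower, and the TCA cycle list fell to -0.03 without ethanol replicate 3.

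Per library, the median of the gluconeogenesis and glyoxylate cycle list was 2.36 ± 0.227 above the nuclear median in ethanol and lay at -3.11 ± 0.257 in glucose (SD, n = 3). Each of the 6 lists had no overlap between the groups on this measure (exact permutation p = 0.1). The gene with the largest absolute log2 fold change was JEN1 in this list, CIT3 in the TCA cycle list (at least 10.5-fold higher in ethanol), PFK1 in glycolysis (log2 fold change -3.94), SDH4 in the respiratory chain list (2.29), NAM9 among the mitochondrial ribosomal proteins (-2.34), and among the cytosolic ribosomal proteins the feature listed as RPL2B on chromosome 6 (222521 to 223475; -3.56), which shares its name with a near-identical copy, so that reads could be split between them. PFK1, CIT3 and this RPL2B feature fell below the threshold in 8, 6 and 7 of the alternatives run. SDH4 and NAM9 did not pass the limma threshold, with adjusted p-values of 0.141 and 0.132, but passed it in 7 and 2 of 19 alternatives.

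**Figure D4:**
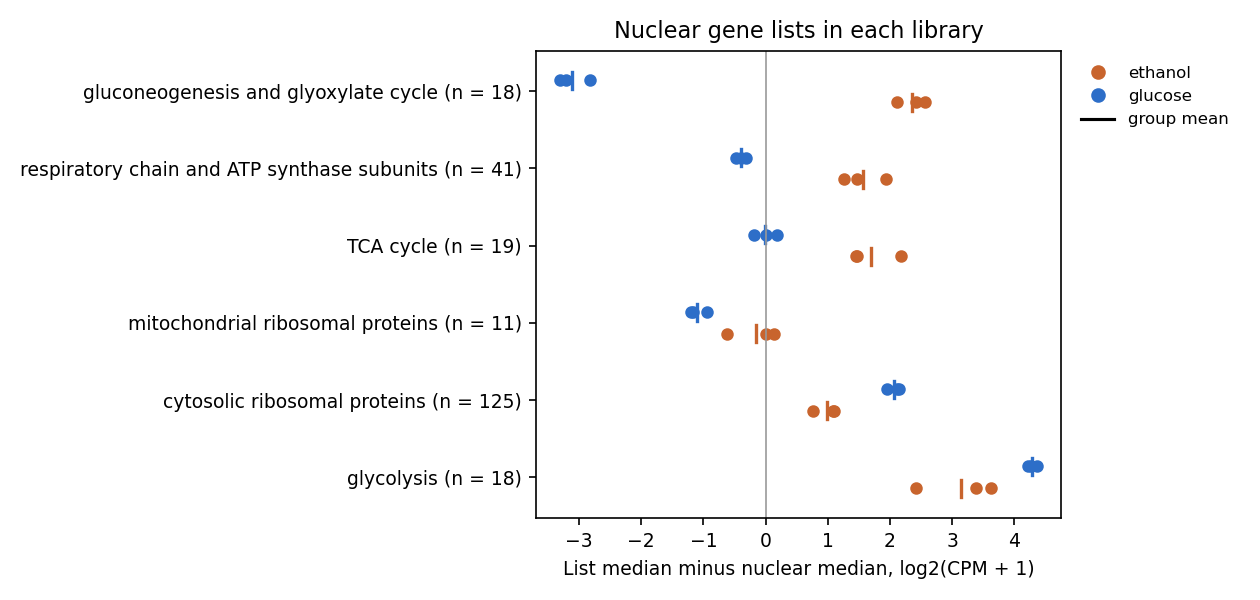
Median log2(CPM + 1) of each nuclear gene list minus the median of all nuclear genes tested (horizontal axis), with 1 point per library and a line at the mean of each group. The 3 ethanol and the 3 glucose points do not overlap for any of the 6 lists.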

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

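The count of changed features depended on the scale and on single libraries. Against 241 on the deposited CPM, it was 381 with a pseudocount of 10, 71 with a filter at 50 CPM (where only 322 features were tested), 1143 with nuclear and mitochondrial features each rescaled to their own total, 599 with TMM factors and 623 with median centring. Among the alternatives chosen after seeing the data, it was 62 when all features were rescaled without ENO2, 509 when nuclear genes were rescaled without ENO2, and 583 when a length trend was removed and each library was centred. It stayed within 1.5 times with a pseudocount of 0.1 (166, of which 159 were among the 241), no trend (322, 240 shared), voom on recovered reads (272, 223 shared), the length trend removed (226, 187 shared) and no filter (165). With no filter only 23 were shared, so the calls were mostly different genes. Across the 6 fits that each left out 1 library, it ranged from 4 to 712. The lowest counts came from leaving out a glucose library: the median standard error was 1.53 to 1.55 in those fits, against 1.14 with all libraries, since the ethanol libraries, which vary more, then weigh more in the shared variance. The share of calls that were higher in ethanol was 17.4% on the deposited CPM, 31.1% with TMM factors and 55.1% with median centring. With features rescaled to their own total it was 6.65% with ENO2 in the nuclear total and 55.4% without. When all features were rescaled without ENO2 it was 53.2%. On the deposited scale it also changed, to 62.9% without ethanol replicate 2 and 66.7% with the replicate number as a block. The direction that holds most calls is therefore not settled. The 191 calls shared with the median-centred fit all had the same direction, which carries little weight. Centring raises every log2 fold change by the same amount, for HXT3 from -7.74 to -6.35 and for JEN1 from 6.41 to 7.80, so large changes could hardly reverse.

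The count of mitochondrial features changed, 5 on the deposited CPM, was 2 and 8 with pseudocounts of 0.1 and 10, 3 with no filter, and 0 with the filter at 50 CPM (11 tested, 1 with an unadjusted p under 0.05). It was 13 rescaled to the mitochondrial total, 19 rescaled to the mitochondrial protein genes, 8 with TMM factors and 10 with median centring. Added after seeing the data, it was 3 without ENO2, 13 with nuclear genes rescaled without ENO2, and 10 with the length trend removed and centring. Leaving out 1 library gave from 0 to 10, and the fits with 0 had 5 or 6 features with an unadjusted p under 0.05. Apart from the standard errors above, the causes were not tested.

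The share of CPM from mitochondrial features, higher by 0.36 percentage points in ethanol, had the opposite direction when nuclear-encoded rRNA was left out (-2.81), and ranged from -2.37 to 2.36 when 1 library was left out. For mitochondrial rRNA the difference of 0.34 became -2.47 and ranged from -2.21 to 2.24. The negative values at the low ends came from leaving out ethanol replicate 1. Leaving out nuclear rRNA and ENO2, added after seeing the data, gave 15.1 and 14.1. No exact test of these shares could pass 0.05. The SceI to 21S rRNA difference of -2.24 was -2.26 and -2.08 with pseudocounts of 0.1 and 10, and kept its direction in every alternative.

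The count of 4 gene lists under camera fell to 0 with fry and to 0 with an estimated correlation, with 1 unadjusted p under 0.05 in each. It was 3 to 6 in the other alternatives. With the filter at 50 CPM the mitochondrial ribosomal protein list, and the named genes below that level, could not be tested. All list medians relative to that of all features kept their sign. The medians on the deposited scale did not: the respiratory chain list went from 0.86 to -0.19 with the length trend removed, the TCA cycle list from 0.84 to -0.03 without ethanol replicate 3, and the mitochondrial ribosomal protein list, at 0.0031, changed sign in several settings. Fry gave the opposite direction to camera for the mitochondrial ribosomal proteins on the deposited CPM, for the respiratory chain list with the length trend removed or without ethanol replicate 3, and for the TCA cycle list without ethanol replicate 3. Over all settings run, single lists lost the camera threshold in 5 cases and gained it in 11, the gains all for the glycolysis and mitochondrial ribosomal protein lists, and fry on the deposited CPM lost 4.

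All 15 named nuclear genes kept their direction in every alternative, and HXT3, HXT4 and JEN1 also stayed past the threshold in each. Of the 12 mitochondrial genes, 8 changed direction under some alternative; none of the 12 was past the threshold on the deposited CPM. Rescaled to the mitochondrial protein genes, the log2 fold changes were 0.35 for ATP8, 0.34 for ATP6, 0.78 for VAR1 and 1.02 for the 15S rRNA. With TMM factors they were 0.0082 for ATP8, 0.40 for VAR1 and 0.61 for the 15S rRNA. With median centring they were 0.55 for ATP8, 0.50 for ATP6, 0.065 for COB, 0.95 for VAR1 and 1.15 for the 15S rRNA, and with the length trend also removed 0.53, 0.47, 0.041, 0.93 and 1.13. Rescaled without ENO2, the 15S rRNA was at 0.17. These settings shift all mitochondrial features together. Over the fits that left out 1 library, OLI1 ranged from -0.19 to 0.49, COX3 from -0.48 to 0.35, the 15S rRNA from -0.80 to 0.29 and the 21S rRNA from -0.017 to 0.69, so that each changed sign. Among all named genes, 56 values lost the threshold, 20 gained it in the same direction, and 1 gained it in the opposite direction, the 15S rRNA rescaled to the mitochondrial protein genes.

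Samples share only a number between the groups. The deviations from the group means of same-numbered libraries had correlations of -0.08, -0.03 and 0.01, so the numbers do not pair them. With the replicate number as a block, 9 features were called, 6 higher and 3 lower, with 309 at an unadjusted p under 0.05, and 0 mitochondrial features, with 7 unadjusted. Under the block, 4 lists passed camera. The block left the differences in shares (0.36 and 0.34 percentage points) and in the SceI ratio (-2.24) at their values by construction, and a sign-flip test of 3 pairs cannot give a p under 0.25.

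The count models planned for whole-number counts were not run, since the values were not whole reads. A fit with weights per library, tried after seeing the data, did not converge and is not reported. Depth limits nuclear genes in ethanol replicates 1 and 2 most: 849 and 1662 features had at least 3 reads there, against 4162 to 4464 in the glucose libraries.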

Other observations

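Apart from the median-centred fit, which was listed before the data were examined, the tests in this part were chosen after seeing the results they bear on. What they leave open is therefore a hypothesis. Among the 10 splits of the 6 libraries into 3 and 3, 1 gave as many as 241 changed features, the real one. The other 9 gave 0, with 1 to 135 features at an unadjusted p under 0.05. For the 5 mitochondrial features, again 1 of the 10 splits, the real one, gave as many, and the others gave 0, with 0 at an unadjusted p under 0.05. For the gene lists, 6 of the 10 splits gave at least the 4 lists of the real split under camera, so that count does not separate ethanol from glucose. With 10 splits the share can never be under 0.1.

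Library composition and feature length were weighed as sources of the 241 calls. Ethanol replicate 1 had little nuclear mRNA and ENO2 took an uneven part of the ethanol libraries. Once each library was centred on its median, 191 of the 241 were still called. Centring raises every log2 fold change by the same amount, so calls higher in ethanol could only move further up. The calls lower in ethanol are the ones it could remove, and 149 of these 199 were kept. Composition is therefore not the source of them all. Fewer of the 241 were kept by the scalings without ENO2: 161 when nuclear genes were rescaled to their own total without it, and 62 when all features were rescaled without it, which leaves the low nuclear mRNA of ethanol replicate 1 in place. Composition stays open for the calls not kept. Across 1663 nuclear genes, longer features had lower values in ethanol relative to glucose (Spearman's rho = -0.30, permutation p = 1e-05, the smallest that 100000 permutations can give; across genes, which are not independent). After removing a length trend from each library, 187 of the 241 were still called, which argues against length as the source of most calls. Between libraries of one group the same rho reached -0.21, so part of the trend is not tied to the carbon source. The carbon source stays an open explanation for the remaining calls, through mRNA levels in the cell or through which mRNAs came with the mitochondria.

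ENO2 had 505, 699 and 233 reads per 100 reads of other nuclear mRNA in ethanol replicates 1 to 3, and 52.4, 38.9 and 26.8 in glucose. One hypothesis is that many of these reads come from a control RNA: the calibration strand of Nanopore direct RNA kits is, from general knowledge and not from the labels, a yeast enolase II transcript, and it would be added in a fixed amount whatever the mRNA content. Over the glucose libraries, the SD of ENO2 per nuclear mRNA, 0.49 (log2), lay at the 96.1 percentile of 305 other nuclear genes. This restates the uneven share already seen and does not decide the matter, so a control RNA stays open. An mRNA of the cell that moves with glycolysis is argued against: relative to other nuclear mRNA, ENO2 changed by 3.52 ± 0.45 (SE, log2) in ethanol, while the 16 other glycolytic genes without ENO1 had a median of -1.47 and a maximum of 2.47, for HXK1. Likewise, regulation of ENO2 apart from the other glycolytic genes remains open.

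The paralog ENO1, singled out with ENO2 after the values were seen, may hold misassigned ENO2 reads in the ethanol libraries. ENO1 was 0.236%, 0.224% and 0.211% of ENO2 in ethanol replicates 1 to 3, a coefficient of variation of 5.71%. Relative to the other nuclear mRNA the coefficient was 50.7%, with 1.21%, 1.59% and 0.494%. Following ENO2 this closely is what a constant rate of misassignment would give, with 3 libraries behind it. In glucose the ratio was 0.785%, 0.821% and 1.11%, so most ENO1 reads there would need another source.

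The lower level of SceI relative to the 21S rRNA in ethanol is not a matter of counting error. The lowest lower 95% Wilson bound of the glucose libraries was 2.31% of SceI and 21S reads, above the highest upper bound of the ethanol libraries, 1.08%. A difference in how much RNA with the intron sequence is present, unspliced or excised, stays open. So does a difference in read length or RNA integrity, which could change how reads over both features are counted. Read lengths were not analysed here.

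The higher mitochondrial tRNA level in ethanol was not explained by different amounts of nuclear RNA and ENO2: within mitochondrial CPM alone the mean tRNA share was 9.47 times as high, or 5.88 times without ethanol replicate 3, and 23 of 24 tRNA features had a higher mean share in ethanol. Better recovery of short RNA in the ethanol libraries could give such a rise. The 50 nuclear genes of at most 300 bases were 2.16 (log2) higher in ethanol relative to all nuclear genes, which goes with it, but short genes are also a biological selection. Within the groups the pattern did not follow recovery: ethanol replicate 3 had the highest tRNA share, 1.10%, and relatively more long nuclear RNA than replicates 1 and 2 (rho of length with replicate 1 over replicate 3, -0.16, and with replicate 2 over replicate 3, -0.21). The short mitochondrial features ATP8 and OLI1 changed by -0.71 and 0.38 (log2, within the mitochondrial total), against a median of 3.49 for 8 tRNAs. The other features of at most 300 bases outside the tRNAs with a mean of at least 10 CPM, the replication origins ORI2, ORI3 and ORI5, named after their values were seen, rose by 1.80, 2.52 and 2.76, which goes with recovery. As short features can be read from longer transcripts, these 5 go both ways and decide nothing. Recovery and carbon source cannot be told apart here, because they would coincide with the groups.

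The ethanol libraries differed in stress-related transcripts. HSP12 made up 1.38% (95% Wilson interval 1.15% to 1.65%) and 1.19% (1.05% to 1.36%) of the nuclear mRNA reads without ENO2 in replicates 1 and 2, and 0.208% (0.175% to 0.246%) in replicate 3. HSP26 made up 0.652%, 0.754% and 0.0935%. In each glucose library HSP12 was at most 0.00825%. No explanation was tested for this spread.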
